A study of Mesocricetus auratus with 24 samples. Its data were reported in "Top Common Differentially Expressed Genes in the Epileptogenic Nucleus of Two Strains of Rodents Susceptible to Audiogenic Seizures: WAR and GASH/Sal" (2020).

How the data were processed

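RNA from the inferior colliculus (IC) of 24 hamsters aged 16 weeks was hybridised to mouse whole-transcript arrays, with 6 arrays in each of 4 groups. The groups were naïve control Syrian hamsters, stimulated control Syrian hamsters, naïve GASH/Sal hamsters and stimulated GASH/Sal hamsters. The labels name the strain and the stimulated animals, and the others are called naïve here, a term of the study. The tissue of stimulated animals was taken 60 min after sound. The values are log2 probe set signals that the authors deposited after RMA, which the submitters' processing notes name without a version. RMA corrects the background, normalises between arrays and summarises the probes of each probe set. The table held 35556 probe sets in 24 columns, with values from 1.20 to 14.3 and column medians from 4.50 to 4.65. No column was identical to another, and no column of per-sample values was left out (0 columns). Arrays give no read depth, so the number of arrays limits the precision.

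The platform's annotation listed 23410 probe sets with gene symbols, of which 21789 carried 1 symbol and 1621 carried several. A further 12146 probe sets had no listed symbol. Probe sets with 1 symbol were tested, and the probe set with the highest mean was kept for each of the 999 genes that had more than 1, which left 19938 genes. Gapdh was not tested because its probe set carried several symbols. Dim genes were not removed.

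Differences were estimated with limma (version 3.58.1, R version 4.3.3), with lmFit and eBayes at their defaults on the log2 values of all 24 arrays in one fit, which left 19 residual degrees of freedom. The model held the 4 groups and a label series. The labels name the animals in 2 styles, series A for replicates 1 to 3 and series B for replicates 4 to 6 of every group, so that each series holds 12 arrays and 3 per group. What the styles stand for is not given in the sources used here. The 5 contrasts were stimulated minus naïve within each strain, GASH/Sal minus Syrian within each sound condition, and the difference between the strains in the response to sound. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Intervals are 95% intervals from limma's moderated standard errors. The labels describe each array as a separate biological replicate, and p-values measure the spread between these animals.

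Gene lists were tested with camera of limma, with a preset correlation between genes of 0.01 and adjustment over the lists of a contrast, and again with the correlation estimated from the data. Of 38 lists, 37 held at least 2 tested genes. The remaining list held the study's reference genes and was left with Actb alone. The lists covered immediate-early transcription factors, activity-regulated effectors, glucocorticoid, thyroid and retinoid response genes, heat shock, endoplasmic reticulum stress, the circadian clock, inflammation, interferon and MHC genes. They covered GABAergic, glycinergic and glutamatergic genes, potassium and HCN channels, sodium and calcium channels, neuropeptides, G-protein signalling, audiogenic epilepsy genes and ABC transporters. Ribosomal proteins, oxidative phosphorylation, sex genes, and markers of neurons, glia, vessels, blood, ventricle, meninges, cerebellum, telencephalon and monoaminergic neurons completed them. A pair of further lists came from the study itself, its 5 followed-up genes and the 11 transcription regulators from its RNA-seq. They are not independent evidence of a direction. For each list the number of members passing is also given adjusted over the list alone.

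The groups, contrasts, tests, gene lists, named genes and alternatives were chosen before the data were examined. The rule named Egr3, Npy, Rgs2, Ttr, Abcb1a and the candidate reference genes Actb and Gapdh in every contrast, with Fos, Egr1, Egr2, Egr4, Npas4, Junb, Nr4a1 and Arc. It also named the largest changes among genes past the adjusted threshold and called members of each list, and neither part named a gene because no gene passed over all genes. Other genes in the text, such as members that passed over their list alone, were chosen after their values were seen. Each of the 14 named genes with a value had 1 probe set.

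The alternatives were a fit without the label series, a replicate block, each label series alone, the groups of a contrast alone, a filter at the median signal (percentile 50), every probe set, the mean of a gene's probe sets, median centring, quantile normalisation, eBayes with trend and robust, array weights, a SAM-type statistic with 100 permutations, thresholds of 1.5-fold and 2-fold, and leaving out each array in turn. Leaving out a pair of arrays that stood apart, averages of contrasts over both strains or both sound conditions, fits of the called lists with other scalings, within each label series and with 1 array left out, and distances of an array from the others of its group and label series, were added after seeing the data. Splits of the samples were drawn 100 times within the label series. Gene lengths came from a table of hamster genes (assembly BCM_Maur_2.0), which was used for names and lengths only.

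The test was tried on simulated data for the 19938 genes, in which 200 genes changed in the comparison of stimulated and naïve GASH/Sal hamsters and the spread was drawn as independent noise. It recovered 95% of the 100 genes changed 1.5-fold and 99% of the 100 genes changed 2-fold, with 17 false calls. The SAM-type statistic called 200 genes there, and a gene list was also shifted, with an estimated median of 0.156. The percentages hold for independent noise and 200 genes changed at once, and are not the power in the real comparisons. In real GASH/Sal hamsters Egr2 at 1.61-fold and Npas4 at 1.51-fold did not pass over all genes (limma adjusted p = 0.999 each). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.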

Results

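The IC of GASH/Sal hamsters, a line with seizures evoked by loud sound, and of control Syrian hamsters was profiled on 24 arrays, 6 for each strain in the naïve state and 6 for each strain after auditory stimulation. Hamster RNA was read by mouse probes, so each gene was compared between arrays and not with other genes. A percentile of signal places a gene's mean among those of all genes tested and is not a level of expression. The array medians lay between 4.50 and 4.65 (log2), and pairs of arrays correlated across genes at 0.965 to 0.993. The standard error of a difference between 2 groups had a median of 0.0895 (log2) over the 19938 genes tested.

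The comparison of stimulated and naïve GASH/Sal hamsters asked which transcripts of the IC differ 60 min after sound. Genes that neurons switch on with activity were higher in stimulated animals. Fos, an immediate-early transcription factor (probe set 10397346), lay at 6.69 ± 0.317 (SD, n = 6) in stimulated and 6.01 ± 0.142 (SD, n = 6) in naïve animals, a 1.60-fold difference with 6 of 6 stimulated arrays above the naïve mean. Egr2 (1.61-fold) and Npas4 (1.51-fold), transcription factors induced by neuronal activity, were higher in 5 of 6 stimulated arrays each. Ribosomal protein genes fell together, and glucocorticoid-responsive genes rose together. Chance was not excluded for the number of lists called in this comparison, since 8 of 100 splits gave as many as the real 9. Apart from the immediate-early list, no list median was tested by splits.

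The immediate-early transcription factors rose as a group in GASH/Sal hamsters, with 24 of 28 members above 0 and a median log2 change of 0.13 (camera adjusted p = 1.85e-10, and adjusted p = 0.0186 with an estimated correlation). A median of this size came from 7 of 100 splits of the arrays, so chance was not excluded. Their median was 0.23 in label series A and 0.12 in series B. Adjusted over the list alone, 8 of 28 members passed, against 0 over all genes. Besides Fos (adjusted p = 8.09e-05 over the list alone), these included Nr4a3 with a log2 change of 0.36 (SE 0.0837) and Egr4 with 0.40 (SE 0.114), each higher in 6 of 6 arrays. Nr4a1 had a log2 change of 0.42 (SE 0.128), Junb 0.25 (SE 0.0951), Egr1 0.18 (SE 0.135, but 0.052 without stimulated GASH/Sal 4) and Arc 0.07 (SE 0.0838). Of the 11 transcription regulators the study took from its RNA-seq, 9 of them also in the immediate-early list, 10 were above 0 with a median of 0.28 (camera adjusted p = 4.43e-08, and adjusted p = 0.0256 with an estimated correlation). Adjusted over the list alone, 6 of these 11 passed, among them Klf7 with a log2 change of 0.44 (SE 0.151). The study chose this list, so it is not independent evidence of the direction.

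Activity-regulated effectors rose too, with 27 of 31 members above 0 and a median of 0.10 (camera adjusted p = 5.65e-07, and adjusted p = 0.0186 with an estimated correlation). Homer1, a scaffold protein of the postsynaptic density, was the 1 member that passed adjusted over the list alone (log2 change 0.36, SE 0.0964, higher in 6 of 6 arrays). The effectors had a median of 0.20 in label series A and 0.03 in series B, where they were not called (adjusted p = 0.380).

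Glucocorticoid-responsive genes were above 0 in 15 of 15 members with a median of 0.17 (camera adjusted p = 4.06e-09, and adjusted p = 0.00890 with an estimated correlation). Adjusted over the list alone, 4 of 15 passed, against 0 over all genes. They were Klf9, a zinc-finger transcription factor (log2 change 0.47, SE 0.0968), Nfkbia, the inhibitor of NF-kappa-B (0.34, SE 0.0889), Per1, a clock gene (0.37, SE 0.118), and Ddit4, an inhibitor of mTOR signalling (0.27, SE 0.0879). Each of these 4 genes was higher in 6 of 6 stimulated arrays. The group's median was 0.29 in label series A and 0.09 in series B, where it was not called (adjusted p = 0.0729).

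Ribosomal protein genes fell, with 49 of 57 members below 0 and a median of -0.10 (camera adjusted p = 1.79e-13, and adjusted p = 0.0256 with an estimated correlation). Rpl24 (log2 change -0.33, SE 0.0842), Rps25 (-0.37, SE 0.0941) and Rps29 (-0.47, SE 0.137) passed adjusted over the list alone, 3 of 57, against 0 over all genes. The median was -0.05 in label series A and -0.18 in series B, and -0.074 in series B without naïve GASH/Sal 6 (adjusted p = 0.00466).

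Another 4 lists passed with the preset correlation alone. Oligodendrocyte markers had 9 of 11 members above 0 and a median of 0.10 (camera adjusted p = 0.00322, but adjusted p = 0.132 with an estimated correlation), and heat shock genes 13 of 15 above 0 and a median of 0.11 (0.00886, but adjusted p = 0.291 with an estimated correlation). Hsph1, a chaperone, was the 1 heat shock gene that passed adjusted over the list alone (log2 change 0.28, SE 0.0867). Thyroid and retinoid genes had a median of 0.07 (0.0227, but adjusted p = 0.143 with an estimated correlation) with Klf9 as the 1 of 17 members that passed adjusted over the list alone. Oxidative phosphorylation genes had 59 of 89 members below 0 and a median of -0.04 (0.000159, but adjusted p = 0.291 with an estimated correlation), and none passed over the list alone (0 of 89). Without the 2 arrays that stood apart, described after the comparisons, the heat shock call ended, with a median of 0.094 (adjusted p = 0.0651). The oxidative phosphorylation call ended too, with a median of -0.013 (adjusted p = 0.219). In label series B the median was -0.02 for heat shock genes and 0.00 for oligodendrocyte markers, and in series A it was 0.01 for oxidative phosphorylation genes, and none of the 3 was called there (adjusted p = 0.671, 0.680 and 0.468). Thyroid and retinoid genes were not called in series B either (median 0.026, adjusted p = 0.669). With 1 array left out, the heat shock call ended in 4 of 12 fits (without naïve 3 or 6 or stimulated 3 or 5, adjusted p up to 0.110), the thyroid and retinoid call in 3 (naïve 3, stimulated 1 or 2, up to 0.0850) and the oxidative phosphorylation call in 1 (naïve 6, 0.218). Over these fits the medians ran from 0.056 to 0.14 for heat shock genes, from 0.049 to 0.080 for thyroid and retinoid genes, from 0.087 to 0.14 for oligodendrocyte markers and from -0.068 to -0.014 for oxidative phosphorylation genes.

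Among the genes followed up by the study, Egr3 was at 6.99 ± 0.345 (SD, n = 6) in stimulated and 6.68 ± 0.226 in naïve GASH/Sal hamsters, a log2 difference of 0.31 (SE 0.127) with 5 of 6 stimulated arrays above the naïve mean. Rgs2, a regulator of G-protein signalling, differed by 0.47 (SE 0.162), with 0.87 in label series A and 0.07 in series B. Rgs2 was the 1 of these 5 genes that passed adjusted over the list alone (adjusted p = 0.0332), on a list that the study chose. The difference was 0.15 (SE 0.111, but 0.048 without naïve GASH/Sal 2) for Abcb1a, a drug efflux transporter, -0.03 (SE 0.0865) for Npy, the precursor of neuropeptide Y, and 0.00 (SE 0.0908) for Ttr, the thyroxine and retinol carrier transthyretin. Ttr was dim, at percentile 19.3 of signal, and the reference gene Actb differed by -0.11 (SE 0.0705, but -0.059 without naïve GASH/Sal 6).

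No single gene passed over all genes in this comparison (limma, 0 of 19938), the lowest adjusted p being that of Fos (0.0576). At an unadjusted p under 0.05 there were 889 genes, 574 higher and 315 lower, where chance alone gives 996.9, and the SAM-type statistic called 0. A change of at least 1.5-fold with an unadjusted p of at most 0.05 was seen for 5 genes, Egr2, Fos, Npas4 and 4921509C19Rik higher and AY036118 lower. Label series A alone gave 7 genes, and 1 gene passed, in each case Fos, without naïve GASH/Sal 4, stimulated GASH/Sal 2 or stimulated GASH/Sal 6.

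**Figure D1:**
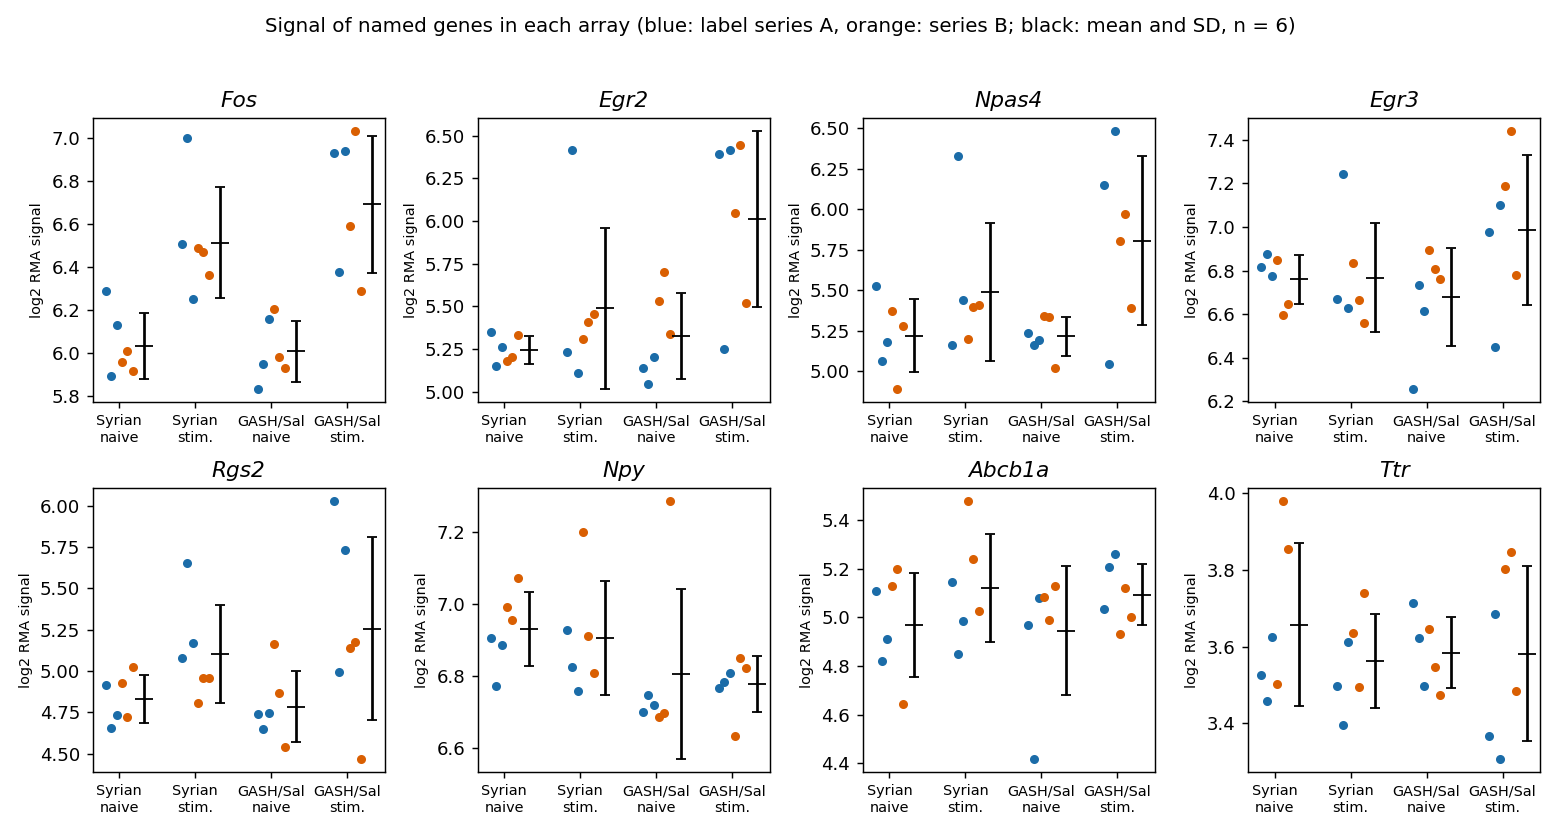
Log2 signal of Fos, Egr2, Npas4, Egr3, Rgs2, Npy, Abcb1a and Ttr in each of the 24 arrays, by group, with points coloured by label series and black marks for the mean and SD (n = 6). Fos of stimulated GASH/Sal hamsters averaged 6.69 against 6.01 in naïve ones, while Ttr averaged 3.58 in both groups.

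Stimulated and naïve control Syrian hamsters were compared to see what sound does in animals without the seizure trait. Fos was again the clearest activity gene, at 6.51 ± 0.257 (SD, n = 6) in stimulated and 6.03 ± 0.151 in naïve animals. This was a 1.39-fold difference, with 6 of 6 stimulated arrays above the naïve mean. The orphan nuclear receptors Nr4a1 and Nr4a3 had log2 differences of 0.36 (SE 0.128) and 0.24 (SE 0.0837). Sgk1, a kinase induced by glucocorticoids, had a log2 difference of 0.45 (SE 0.149). The ribosomal protein genes Rps9 (log2 change -0.50, SE 0.131) and Rps12 (-0.39, SE 0.111) were lower in 6 of 6 stimulated arrays.

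Adjusted over the list alone, Fos was the 1 of 28 immediate-early transcription factors that passed in Syrian hamsters (adjusted p = 0.00943, and 0.570 over all genes). Nr4a1 and Nr4a3 did not pass (adjusted p = 0.0858 for each over the list alone), nor did Sgk1 (0.0828). Rps9 and Rps12 were the 2 of 57 ribosomal protein genes that passed over the list alone (adjusted p = 0.0354 and 0.0401). The immediate-early list had 21 of 28 members above 0 and a median of 0.06, at 0.12 in label series A and 0.09 in series B, and was not called (camera adjusted p = 0.148, and adjusted p = 0.764 with an estimated correlation). Glycinergic genes were above 0 in 7 of 7 members with a median of 0.12 and were not called either (0.148). Npas4 (0.27, SE 0.175), Egr2 (0.24, SE 0.184), Junb (0.13, SE 0.0951, but 0.069 without naïve Syrian 6) and Egr1 (0.07, SE 0.135) had positive log2 differences, Arc was at 0.01 (SE 0.0838) and Egr4 at -0.06 (SE 0.114). Stimulated Syrian 2 held the highest Fos (7.001), Egr2 (6.42) and Npas4 (6.33) of its group, and without it the log2 differences were 0.39 for Fos, 0.042 for Egr2 and 0.11 for Npas4. For the followed-up genes the log2 differences were 0.27 (SE 0.162, but 0.18 without stimulated Syrian 2) for Rgs2 and 0.15 (SE 0.111, but 0.074 without naïve Syrian 6 and 0.087 without stimulated Syrian 4) for Abcb1a. They were 0.01 (SE 0.127) for Egr3, -0.03 (SE 0.0865) for Npy and -0.09 (SE 0.0908) for Ttr, and that of Actb was -0.02 (SE 0.0705). The Ttr value rests in part on naïve Syrian 5, which held the highest Ttr of its group (3.98, others 3.46 to 3.85). That array also enters the Ttr values between naïve strains and in the difference of responses.

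Over all genes limma called 0 of 19938 in Syrian hamsters, with the lowest adjusted p for Miip (0.570). At an unadjusted p under 0.05 there were 1323 genes, 867 higher and 456 lower, and the SAM-type statistic called 0. At 1.5-fold with an unadjusted p of at most 0.05, Olfr59 was higher and Usp17ld lower (2 genes). Label series A alone gave 5 genes, and camera called 0 of 37 lists.

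The strains were then compared in their response to sound, since a response that passes in one strain and not in the other does not show a difference. Immediate-early genes had larger responses in GASH/Sal hamsters by the list test with the preset correlation, but not with an estimated correlation (adjusted p = 0.613), and 29 of 100 splits gave a median of this size. Egr4 had a response of 0.40 in GASH/Sal and -0.06 in Syrian hamsters (log2 difference 0.47, SE 0.162), at 0.17 in label series A and 0.77 in series B. Without stimulated Syrian 4 the Egr4 difference was 0.34, and without stimulated GASH/Sal 4 it was 0.38. Between naïve strains Egr4 differed by -0.17. The difference was 0.44 (SE 0.260, at 0.56 in series A and 0.33 in series B) for Egr2, 0.32 (SE 0.248) for Npas4, 0.30 (SE 0.180) for Egr3 and 0.20 (SE 0.168) for Fos. It was also 0.20 for Rgs2 (SE 0.229), 0.13 for Junb (SE 0.134), 0.11 for Egr1 (SE 0.190), 0.09 for Ttr (SE 0.128), 0.07 for Arc (SE 0.118) and 0.06 for Nr4a1 (SE 0.182), while Npy and Abcb1a were at 0.00 (SE 0.122 and 0.157) and Actb at -0.09 (SE 0.0997).

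The immediate-early transcription factors had 21 of 28 members above 0 in this difference and a median of 0.10 (camera adjusted p = 0.0237, but adjusted p = 0.613 with an estimated correlation). That median was 0.19 in label series A and 0.02 in series B, where the list was not called (adjusted p = 0.423). The mean of the list was 5.28 in naïve GASH/Sal and 5.32 in naïve Syrian hamsters, and 5.48 and 5.42 after stimulation. The study's transcription regulators, not independent evidence, had 11 of 11 members above 0 and a median of 0.11 (0.0131, but adjusted p = 0.613 with an estimated correlation), at 0.24 in series A, 0.016 in series B (adjusted p = 0.268) and 0.23 without the 2 arrays that stood apart. Glucocorticoid-responsive genes had 13 of 15 above 0 and a median of 0.13 (0.0239, but adjusted p = 0.613 with an estimated correlation), at 0.15 in series A and 0.08 in series B, where they were not called (adjusted p = 0.984). Their mean was 5.48 in stimulated animals of both strains, and 5.29 in naïve GASH/Sal against 5.39 in naïve Syrian hamsters, so the difference lies in the naïve groups. Ribosomal protein genes had 43 of 57 below 0 and a median of -0.07 (0.0131, but adjusted p = 0.631 with an estimated correlation). Without the 2 arrays that stood apart their median was -0.026 (adjusted p = 0.144). They were called in neither series alone, with medians of -0.058 in A (adjusted p = 0.0517) and -0.10 in B (0.203). Adjusted over the list alone, 0 members of these 4 lists passed. En2, a homeobox gene on the cerebellar list, passed over its list alone (1 of 14, log2 difference -0.42, SE 0.117, adjusted p = 0.0146).

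No gene passed over all genes in the difference of responses (limma, 0 of 19938, lowest adjusted p 0.99996 for Klk1b24), with 734 genes at an unadjusted p under 0.05 and 0 by the SAM-type statistic. The call of the immediate-early list was lost in 9 of 24 fits that left out 1 array, namely naïve Syrian 5, stimulated Syrian 1, 5 or 6, naïve GASH/Sal 1 or 3, or stimulated GASH/Sal 1, 4 or 5, with the median between 0.07 and 0.15 over all 24. The glucocorticoid call was lost in 9 of 24 (naïve Syrian 4, stimulated Syrian 4 or 5, naïve GASH/Sal 1, 3 or 4, stimulated GASH/Sal 1, 3 or 5, adjusted p up to 0.147), the ribosomal call in 3 (naïve Syrian 3, naïve GASH/Sal 6, stimulated GASH/Sal 4, up to 0.247) and that of the study's regulators in 3 (naïve GASH/Sal 3, stimulated GASH/Sal 1 or 4, up to 0.0772). Their medians ran from 0.086 to 0.16, from -0.10 to -0.045 and from 0.071 to 0.17. Over the same fits the difference ran from 0.19 to 0.49 for Npas4, from 0.055 to 0.34 for Rgs2, from 0.12 to 0.29 for Fos, from 0.067 to 0.19 for Junb and from -0.018 to 0.21 for Egr1.

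**Figure D2:**
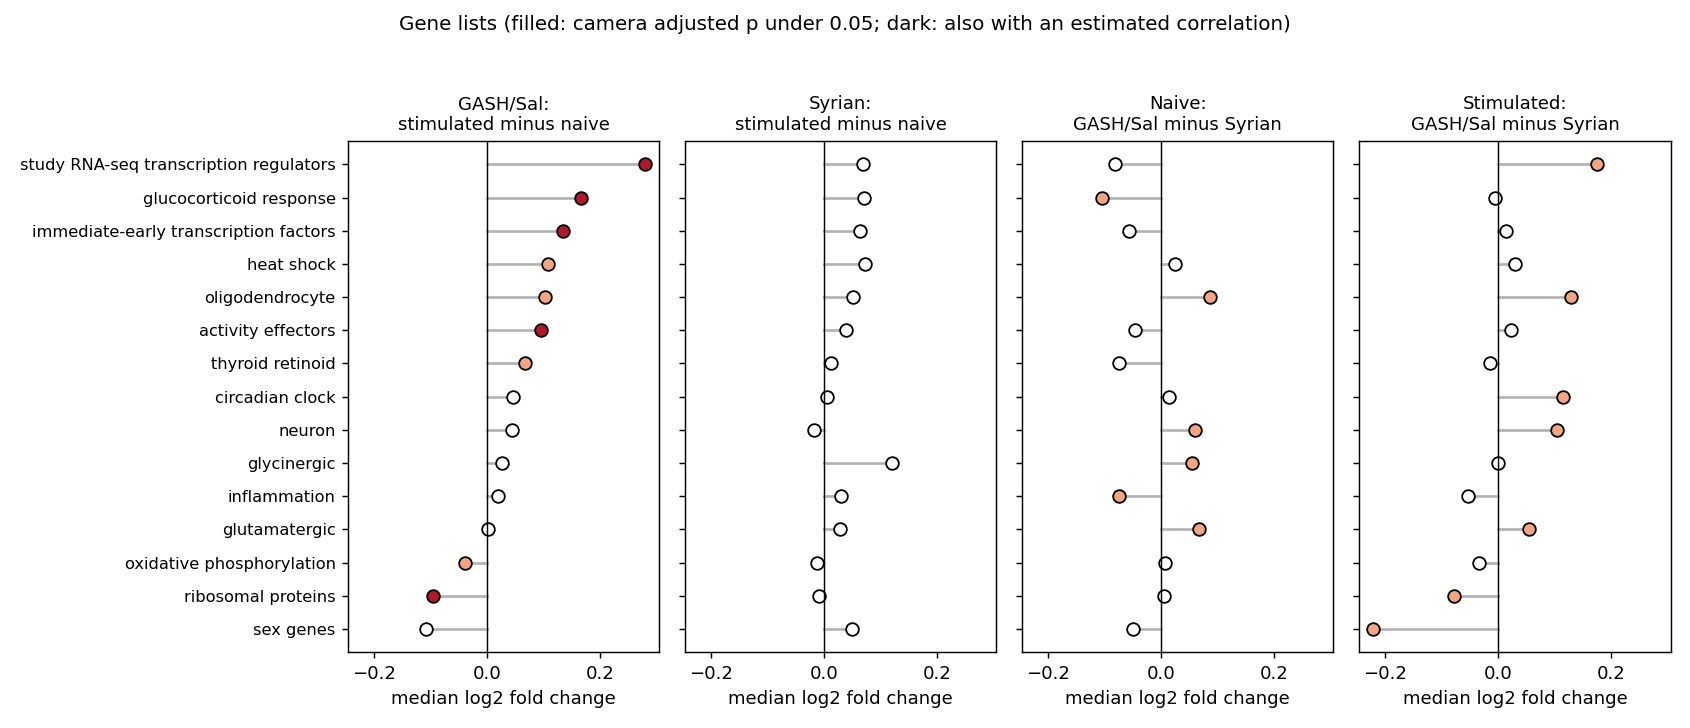
Median log2 fold change of the 15 gene lists called in at least 1 comparison, for 4 comparisons, with filled points for a camera adjusted p under 0.05 and dark points where the call also held with an estimated correlation. The 5 dark points lie in the comparison of stimulated and naïve GASH/Sal hamsters, where the immediate-early list had a median of 0.13 and the ribosomal proteins -0.10.

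Naïve GASH/Sal and naïve Syrian hamsters were compared to see how the strains differ without sound. Glra3, the alpha3 subunit of the glycine receptor, lay at 5.49 ± 0.684 (SD, n = 6) in GASH/Sal and 4.71 ± 0.407 in Syrian hamsters, a 1.72-fold difference. Gstp1, a glutathione S-transferase (7.62 ± 0.254 against 6.96 ± 0.216, SD, n = 6), was 1.58-fold higher, with 6 of 6 arrays above the Syrian mean. Rasgrf2, an exchange factor for Ras (log2 difference 0.48, SE 0.0891), and Arsb, the lysosomal arylsulfatase B (0.36, SE 0.0661), were higher in 6 of 6 arrays. Vgf, the precursor of several neuropeptides, was lower by a log2 difference of -0.31 (SE 0.0869).

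Glycinergic genes had 6 of 7 members above 0 and a median of 0.05 (camera adjusted p = 0.0366, but adjusted p = 0.333 with an estimated correlation). Adjusted over the list alone, Glra3 and Glra4 (log2 difference 0.23, SE 0.0859) passed, 2 of 7. Glutamatergic genes had 19 of 27 above 0 and a median of 0.07 (0.0189, but adjusted p = 0.333 with an estimated correlation), with 0 passing over the list alone, and a median of 0.14 without the 2 arrays that stood apart (adjusted p = 1.69e-05). Oligodendrocyte markers had 8 of 11 above 0 and a median of 0.09 (0.0189, but adjusted p = 0.333 with an estimated correlation). Cldn11 (0.26, SE 0.0833) and Cnp (0.27, SE 0.0934), genes of the myelin sheath, passed over the list alone (2 of 11). Neuron markers had a median of 0.06 (0.0420, but adjusted p = 0.509 with an estimated correlation). Their median was -0.07 in label series A and 0.16 in series B. The neuron call ended with median centring, although the median was 0.085 there (adjusted p = 0.0620). It also ended without the 2 arrays that stood apart (median 0.044, adjusted p = 0.216). Glucocorticoid-responsive genes had 13 of 15 below 0 and a median of -0.10 (0.0189, but adjusted p = 0.333 with an estimated correlation), and inflammation genes 16 of 17 below 0 and a median of -0.07 (0.0410, but adjusted p = 0.417 with an estimated correlation). With quantile normalisation the call stayed for the glucocorticoid-responsive genes (adjusted p = 0.0356). It ended for the glycinergic (median 0.043, adjusted p = 0.0702), glutamatergic (0.060, 0.160), oligodendrocyte (0.073, 0.0702), neuron (0.0069, 0.613) and inflammation lists (-0.060, 0.115). With 1 array left out, calls ended in some of 12 fits each, namely 6 for inflammation (naïve Syrian 3, 4 or 6, naïve GASH/Sal 1, 3 or 4, adjusted p up to 0.139), 6 for neuron markers (Syrian 3, 4, 5 or 6, GASH/Sal 4 or 6, up to 0.321), 5 for glycinergic genes (Syrian 2 or 3, GASH/Sal 1, 4 or 5, up to 0.118), 4 for glucocorticoid-responsive genes (Syrian 4, GASH/Sal 1, 3 or 4, up to 0.0962), 3 for oligodendrocyte markers (Syrian 2 or 3, GASH/Sal 4, up to 0.120) and 2 for glutamatergic genes (GASH/Sal 1 or 4, up to 0.0877). Over these fits the medians ran from 0.0089 to 0.11 for glycinergic genes, from 0.025 to 0.11 for neuron markers, from 0.024 to 0.11 for oligodendrocyte markers, from 0.054 to 0.13 for glutamatergic genes, from -0.15 to -0.071 for glucocorticoid-responsive genes and from -0.088 to -0.057 for inflammation genes. In label series A alone the inflammation (median -0.060), glycinergic (0.078), neuron (-0.074) and oligodendrocyte (0.048) calls ended (adjusted p from 0.0526 to 0.424). In series B alone the glucocorticoid (median -0.059), inflammation (-0.086), glycinergic (0.11) and glutamatergic (0.027) calls ended (from 0.146 to 0.786). A series holds 3 arrays per group, so a lost call alone does not show a smaller difference.

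Vgf also passed over the list of activity-regulated effectors alone (1 of 31, adjusted p = 0.0399). On the cerebellar list Cbln3 (-0.30, SE 0.0974) and En2 (0.26, SE 0.0824) passed over the list alone in opposite directions (2 of 14). For the activity genes the log2 differences between naïve strains were -0.17 (SE 0.114) for Egr4, lower in 6 of 6 GASH/Sal arrays, -0.10 (SE 0.135, but -0.18 without naïve GASH/Sal 6 and -0.037 without naïve Syrian 2) for Egr1, lower in 5 of 6, -0.08 (SE 0.127) for Egr3, 0.08 (SE 0.184) for Egr2, -0.02 (SE 0.119) for Fos and 0.00 (SE 0.175) for Npas4. Those of Junb, Nr4a1 and Arc were -0.08 (SE 0.0951), -0.09 (SE 0.128) and 0.00 (SE 0.0838), and 0 of these genes passed over all genes. For the followed-up genes they were -0.12 (SE 0.0865, but -0.21 without naïve GASH/Sal 6) for Npy, -0.07 (SE 0.0908) for Ttr, -0.05 (SE 0.162) for Rgs2 and -0.02 (SE 0.111) for Abcb1a, and 0.12 (SE 0.0705, but 0.069 without naïve GASH/Sal 6) for Actb. The Egr3 value rests in part on naïve GASH/Sal 1, which held the lowest Egr3 of its group (6.26, others 6.61 to 6.89). That array also enters the Egr3 values of the GASH/Sal response and of the difference of responses.

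Over all genes limma called 0 of 19938, with Arsb and Rasgrf2 at the lowest adjusted p (0.0760 each). At an unadjusted p under 0.05 there were 1201 genes, 456 higher and 745 lower in GASH/Sal hamsters, and the SAM-type statistic called 4. At 1.5-fold with an unadjusted p of at most 0.05 there were 5 genes, all higher, namely Glra3, Gstp1, Macrod2 and the microRNA genes Mir350 and Mirlet7c-1. The count past the adjusted threshold, 0 on all arrays, rested on the arrays used. It was 13 genes without naïve GASH/Sal 6 and 18 genes with array weights (14 higher, 4 lower). Without both arrays that stood apart it was 64 genes (60 higher, 4 lower). Stimulated Syrian 4 is in neither naïve group, so leaving it out could act only through the shared spread and the label series term.

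Stimulated GASH/Sal and stimulated Syrian hamsters were compared because the study selected its genes between stimulated animals. Egr2 lay at 6.01 ± 0.514 (SD, n = 6) in GASH/Sal and 5.49 ± 0.470 in Syrian hamsters, a 1.44-fold difference with 5 of 6 arrays above the Syrian mean. Egr4 differed by 0.30 (log2, SE 0.114), with 6 of 6 arrays above the Syrian mean, at 0.054 in label series A and 0.54 in series B, and by 0.17 without stimulated Syrian 4. Dusp1, a phosphatase that is itself induced by activity, was lower in 6 of 6 GASH/Sal arrays (log2 difference -0.32, SE 0.0892). Oligodendrocyte and neuron markers were higher, and ribosomal protein genes lower, by the list test with the preset correlation, but none of these calls held with an estimated correlation (adjusted p = 0.164, 0.383 and 0.522).

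Oligodendrocyte markers had 10 of 11 members above 0 and a median of 0.13 (camera adjusted p = 0.00158, but adjusted p = 0.164 with an estimated correlation), among them Cldn11 (0.24, SE 0.0833). Neuron markers had 10 of 12 above 0 and a median of 0.10 (0.00363, but adjusted p = 0.383 with an estimated correlation), at 0.01 in label series A and 0.16 in series B. Without the 2 arrays that stood apart the neuron call ended, although the median was 0.095 (adjusted p = 0.0697). Ribosomal protein genes had 46 of 57 below 0 and a median of -0.08 (0.00231, but adjusted p = 0.522 with an estimated correlation). The study's transcription regulators, not independent evidence, had 8 of 11 above 0 and a median of 0.18 (0.00520, but adjusted p = 0.399 with an estimated correlation). Circadian clock genes had 11 of 15 above 0 and a median of 0.11 (0.00600, but adjusted p = 0.240 with an estimated correlation), and glutamatergic genes 20 of 27 above 0 and a median of 0.05 (0.0150, but adjusted p = 0.240 with an estimated correlation). The glutamatergic call ended with quantile normalisation (median 0.045, adjusted p = 0.170). The 4 sex genes had a median of -0.22 (0.00231, but adjusted p = 0.103 with an estimated correlation). Of these, Uty (-0.43, SE 0.134) and Xist (-0.22, SE 0.0787) passed over the list alone, both dim at signal percentiles 13.5 and 13.8. With 1 array left out, calls ended in some of 12 fits each, namely 4 for glutamatergic genes (stimulated Syrian 3 or 4, stimulated GASH/Sal 3 or 5, adjusted p up to 0.0610), 3 for the study's regulators (Syrian 3, GASH/Sal 1 or 4, up to 0.0715), 2 for clock genes (Syrian 5, GASH/Sal 5, up to 0.0687) and 1 for neuron markers (Syrian 4, 0.0861). Over these fits the medians ran from 0.093 to 0.26 for the study's regulators, from 0.071 to 0.13 for clock genes, from 0.036 to 0.080 for glutamatergic genes, from 0.076 to 0.13 for neuron markers and from 0.078 to 0.13 for oligodendrocyte markers. In label series A alone the calls of the study's regulators and of the clock, neuron, sex and ribosomal protein genes ended (adjusted p from 0.0974 to 0.748). Their medians there were 0.056, 0.046, 0.0077, -0.14 and -0.057. In series B alone the call of the glutamatergic genes ended (median 0.079, adjusted p = 0.278).

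Dusp1 passed adjusted over the effector list alone (1 of 31, adjusted p = 0.0370), and Cfap126, a dim gene of cilia, over the ependymal list alone (1 of 10, log2 difference -0.35, SE 0.108). Egr2 did not pass over the immediate-early list alone (adjusted p = 0.193), and 0 of the 28 members did. The followed-up genes differed by 0.22 (log2, SE 0.127) for Egr3, 0.15 (SE 0.162) for Rgs2, 0.02 (SE 0.0908) for Ttr, -0.03 (SE 0.111) for Abcb1a and -0.13 (SE 0.0865, but -0.077 without stimulated Syrian 4) for Npy. The 95% intervals reached up to 1.40-fold for Egr3 and 1.40-fold for Rgs2. These intervals measure the spread between animals only. Whether mouse probes read the full change in hamster RNA was not tested, so the intervals set no limit on larger changes. Npas4 differed by 0.32 (SE 0.175), Fos by 0.18 (SE 0.119), Arc by 0.07 (SE 0.0838), Junb by 0.04 (SE 0.0951), Actb by 0.03 (SE 0.0705), Egr1 by 0.00 (SE 0.135) and Nr4a1 by -0.03 (SE 0.128). With 1 array left out these ran from 0.0095 to 0.30 for Rgs2, from 0.19 to 0.49 for Npas4, from 0.098 to 0.27 for Fos and from 0.13 to 0.33 for Egr3.

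Over all genes limma called 0 of 19938 between stimulated strains, with the lowest adjusted p for 1700031F05Rik (0.887). At an unadjusted p under 0.05 there were 1080 genes, 363 higher and 717 lower in GASH/Sal hamsters, and the SAM-type statistic called 0. At 1.5-fold with an unadjusted p of at most 0.05 there were 4 genes, 1700031F05Rik, the RNA helicase Ddx3x and Tox4 higher and 1600029O15Rik lower.

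A pair of arrays stood apart from their groups. Stimulated Syrian 4 and naïve GASH/Sal 6 had mean correlations with the other arrays of 0.969 and 0.971. Their array weights were 0.251 and 0.301. Against the mean of the other arrays of its group and label series, naïve GASH/Sal 6 had the glycinergic genes at -0.43 (log2, lowest of the other 22 arrays -0.24), the glutamatergic genes at -0.27 (-0.12) and the ribosomal protein genes at 0.28 (highest of the other 22 arrays 0.15). In the same measure stimulated Syrian 4 had the thyroid and retinoid genes at 0.24 (highest of the other 22 arrays 0.087). The label series differed in 1374 genes, 1171 higher and 203 lower in series B, and were balanced over the groups.

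**Figure D3:**
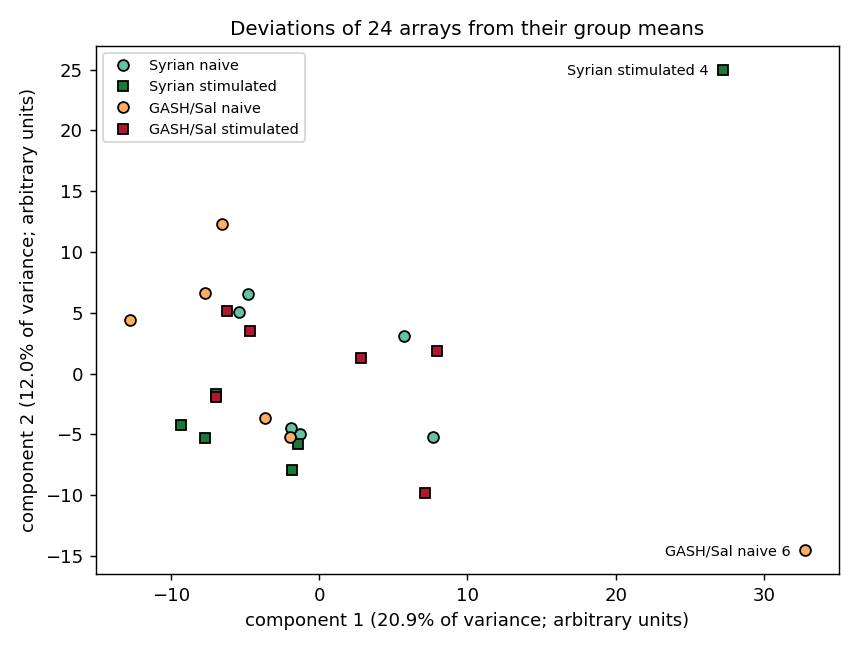
The first 2 principal components of the deviations of 24 arrays from their group means, in arbitrary units, with 1 point per array and the share of variance on each axis (20.9% and 12.0%). Stimulated Syrian 4 and naïve GASH/Sal 6 lie at 27.2 and 32.8 on the first component, away from the other 22 arrays.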

Values the study reported

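For earlier microarray work in which GASH/Sal samples were read on a mouse GeneChip, the study gave 15 genes as differentially transcribed at an absolute fold change of at least 1.5, with no comparison or test named. It named Egr3 among these genes, and it ties its GASH/Sal arrays to the series analysed here. In its RNA-seq data for GASH/Sal hamsters the study gave fold changes of 6.83 for Egr3, 2.33 for Rgs2, 10.86 for Ttr, 1.25 for Npy and 1.19 for Abcb1a. That RNA was pooled from several stimulated animals of each strain, with no replicates. By RT-qPCR on separate animals the study reported Egr3, Rgs2 and Ttr as higher in GASH/Sal than in control hamsters, both naïve and stimulated. Npy was reported as higher in naïve GASH/Sal hamsters, and Abcb1a as not statistically different. By visual comparison of sections the study also described stronger labelling of the NPY, RGS2 and TTR proteins in GASH/Sal hamsters.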

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

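The tests on gene length, on tissue from outside the IC and on the spread of signals within an array were chosen only after the results were seen, as were the counts without the 2 arrays that stood apart and the use of the label series fits, themselves chosen before, to weigh the first pattern. In 120 groups of 6 arrays tested for 14 named genes, 15 gene lists and the spread over genes, 13 held an array whose distance to its nearest neighbour exceeded the 95% value of Dixon's test, and chance gives about 1 in 20.

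Stimulated Syrian 2 was far above the other 5 arrays of its group in Fos (7.001, others 6.25 to 6.51), Egr2 (6.42, others 5.11 to 5.46) and Npas4 (6.33, others 5.16 to 5.44). Stimulated GASH/Sal 4 was far above in Egr1 (5.85, others 4.90 to 5.16) and Egr4 (6.54, others 5.91 to 6.13). Naïve GASH/Sal 6 was far above in Npy (7.28, others 6.68 to 6.75), Actb (9.43, others 8.89 to 9.09) and Egr1 (5.44, others 4.87 to 4.996). Naïve GASH/Sal 2 was low in Abcb1a (4.42, others 4.97 to 5.13), and naïve Syrian 2 had a low mean of the glycinergic genes (5.03, others 5.21 to 5.30). Stimulated Syrian 4 had high means of the thyroid and retinoid genes (5.69, others 5.38 to 5.48) and of the inflammation genes (4.69, others 4.43 to 4.51) and a low SD over genes (1.36, others 1.40 to 1.42).

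The responses of the strains differed by the interaction test with the preset correlation for 4 lists. The medians of the difference were 0.11 for the study's transcription regulators, 0.10 for the immediate-early transcription factors, 0.13 for the glucocorticoid-responsive genes and -0.074 for the ribosomal proteins. With an estimated correlation these 4 calls ended (adjusted p = 0.613 for the first 3 and 0.631 for the last).

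The difference of the immediate-early responses was the first pattern weighed, in which naïve GASH/Sal hamsters were lower than naïve Syrian hamsters (list means 5.28 and 5.32) and stimulated ones higher (5.48 and 5.42). Without the 2 arrays that stood apart the median difference of the immediate-early transcription factors was 0.16 (camera adjusted p = 0.00948), and with each array's ribosomal protein mean as a covariate it was 0.15 (0.00359), which argues against either as the whole cause. What stays open is a share of label series A, since the median was 0.19 there and 0.025 in series B, above 0 in both. Chance could not be excluded either, because 29 of 100 splits gave a median of that size, with 0.10 in the real split and 0.24 in the highest other. The seizure, which the design ties to the strain, remains an untested biological explanation. A strain difference without sound was tested, and the immediate-early list was not called between naïve strains. A small difference there, as in the list means of 5.28 and 5.32, stays open.

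The second pattern was a set of 60 genes higher in naïve GASH/Sal hamsters once the 2 arrays were left out, among them Glra3 (log2 difference 1.002, SE 0.167), Spock3 (0.47, SE 0.0754) and Rasgrf2 (0.50, SE 0.0895). Among splits of the 11 naïve arrays left, 1 of 100, the real one, gave as many as the 64 genes called, and the highest other gave 27. Leaving out naïve GASH/Sal 6 was chosen after seeing the data, and the splits did not repeat that choice. Chance was thus excluded for the arrays kept only, and on all arrays 0 genes were called. With each array's slope on gene length as a covariate 0 of the 60 were called. Their median difference went from 0.44 (median SE 0.0913) to 0.30 (0.109), so a length trend between arrays cannot be told apart from the strain. The median length was 112 kb in the higher genes and 24.5 kb in other genes. Of the 60 genes 52 had a length, and 42 had a length and a mean at or above the median signal. Across genes the difference correlated at -0.31 (Spearman -0.17) with the distance of naïve GASH/Sal 6 from the stimulated GASH/Sal arrays of its series. That distance had a median of -0.79 in the 60 genes and 0.0099 in all genes, so naïve GASH/Sal 6 was low in this set. Naïve GASH/Sal 6 was left out of the difference, but those stimulated arrays entered its fit through the label series term. The difference and the distance are therefore not fully independent, and genes are not independent replicates. An axis shared with naïve GASH/Sal 6 stays open. A genetic difference between the strains stays open, as 55 of the 60 genes were above 0 between stimulated strains without the 2 arrays, but with a median of 0.12 against 0.44, and the difference rose with gene length across genes there too (Spearman 0.13, and 0.28 between naïve strains).

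The third pattern was the pair of arrays itself. In stimulated Syrian 4 the SD over genes was 1.36, below the 1.38 to 1.44 of the other 22 arrays, but that value raised the question of a lower contrast between dim and bright genes, so it cannot answer it and lower contrast stays open. In naïve GASH/Sal 6 it was 1.45, above that range, which argues against lower contrast there. Tissue from outside the IC stays open, since against the other arrays of the same group and label series the cerebellar genes rose by 0.28 in stimulated Syrian 4 (highest of the other 22 arrays 0.11) and the telencephalic genes by 0.24 in naïve GASH/Sal 6 (0.10), too little to decide, while the meningeal genes rose by 0.20 and 0.16 (0.31), the telencephalic genes by 0.037 in the first, and the cerebellar genes were at -0.0033 in the second. Other lists also rose beyond the other 22 arrays. In stimulated Syrian 4 these included thyroid and retinoid (0.24, highest other 0.087), choroid plexus (0.22, 0.18), ependymal (0.21, 0.15), blood (0.20, 0.13), inflammation (0.20, 0.094) and mural genes (0.18, 0.080). In naïve GASH/Sal 6 they included ribosomal protein (0.28, 0.15), oxidative phosphorylation (0.25, 0.040), mural (0.19, 0.080) and neuropeptide genes (0.15, 0.052). The rises were thus not confined to the cerebellar and telencephalic lists. Choroid plexus, ependymal and blood genes may also come from outside the IC, so their rises do not count against outside tissue. No biological explanation was tested, since the labels give no other difference for these animals.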

How the results depend on the processing

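The tests without the 2 arrays that stood apart, the averaged contrasts and the fits of single lists by scaling, by label series and with 1 array left out were chosen only after the results were seen. For the named genes, 1688 of 1829 values under alternatives kept their direction and side of the threshold, 6 passed it, all for Fos in GASH/Sal hamsters, and 135 changed sign. The following changed counts had 0 genes in the tests of the report. Stimulated against naïve GASH/Sal hamsters gave 7 genes in label series A alone (6 higher, 1 lower), 1 gene (Fos) each with the filter on dim genes, with eBayes trend and robust and with array weights, and 5 at 1.5-fold with an unadjusted p of at most 0.05. Stimulated against naïve Syrian hamsters gave 5 genes in series A alone and 2 at 1.5-fold. Naïve GASH/Sal against naïve Syrian hamsters gave 2 genes each with the filter and with median centring, 18 with array weights, 4 by the SAM-type statistic, 5 at 1.5-fold and 64 without the 2 arrays. At 1.5-fold there were 4 genes between stimulated strains and 10 in the difference of responses. Fewer genes tested shows the cause for the filter, and a laxer threshold for the 1.5-fold counts. For the others the cause was not tested. With an estimated correlation the called lists went from 9 to 5 for stimulated against naïve GASH/Sal hamsters, from 6 to 0 for naïve strains, from 7 to 0 for stimulated strains and from 4 to 0 for the difference, because that test allows for genes that vary together. The averaged contrasts, with 1 gene for sound and 2 for strain, gave 2 and 36 without the 2 arrays. In series B alone the difference of responses had an immediate-early median of 0.025 (adjusted p = 0.423), and the cause was not tested. The call on this median of 0.098 also ended with an estimated correlation (adjusted p = 0.613, the highest over its alternatives, the lowest being 6.96e-05). The immediate-early call in GASH/Sal hamsters held with an estimated correlation. Outside the immediate-early list there were 24 list calls. Of these, 4 held with an estimated correlation, 23 with median centring and 18 with quantile normalisation. In series A alone 13 held, in series B alone 11, and without the 2 arrays 19, where 7 further list tests passed. The median changed sign in series B for heat shock genes in GASH/Sal hamsters (-0.025), and in series A for oxidative phosphorylation genes there (0.010) and for neuron markers between naïve strains (-0.074). The cause was not tested.

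The 135 changes of sign belong to 35 of the 70 named gene differences, and 0 had a value past the threshold on either side. The following log2 differences have the opposite sign to the value in the report. In label series A alone these were, in the GASH/Sal response Npy 0.064; in the Syrian response Actb 0.085, Egr1 -0.0043, Egr4 0.15; between naïve strains Ttr 0.075, Egr2 -0.13, Arc -0.037; between stimulated strains Egr3 -0.0064, Ttr -0.048, Abcb1a 0.17, Actb -0.032; in the difference of responses Npy 0.082, Ttr -0.12, Abcb1a 0.30. In series B alone these were, in the GASH/Sal response Ttr 0.15, Abcb1a -0.048, Arc -0.073; in the Syrian response Egr3 -0.012; between naïve strains Egr3 0.12, Abcb1a 0.076, Fos 0.077, Npas4 0.051, Junb 0.068; between stimulated strains Egr1 -0.052, Junb -0.017, Arc -0.034; in the difference of responses Actb 0.020, Egr1 -0.028, Junb -0.084, Nr4a1 -0.041, Arc -0.075. Without the 2 arrays these were, in the GASH/Sal response Npy 0.064; in the Syrian response Egr1 -0.037, Egr4 0.062; between naïve strains Npas4 0.027, Arc -0.012; between stimulated strains Abcb1a 0.039; in the difference of responses Npy 0.15, Abcb1a 0.095, Nr4a1 -0.019. With array weights these were, in the GASH/Sal response Npy 0.042; in the Syrian response Actb 0.015, Egr4 0.040; between naïve strains Arc -0.010; between stimulated strains Abcb1a 0.040; in the difference of responses Npy 0.11, Abcb1a 0.13. With median centring these were, in the Syrian response Arc -0.0011; between naïve strains Abcb1a 0.00089, Fos 0.0011, Npas4 0.022. With quantile normalisation these were, in the Syrian response Egr3 -0.020, Arc -0.0037; between naïve strains Npas4 0.016; in the difference of responses Npy 0.0098. Ranges with 1 array left out were, in the GASH/Sal response Ttr -0.042 to 0.041, Npy -0.065 to 0.061; in the Syrian response Arc -0.041 to 0.042, Egr3 -0.10 to 0.059, Egr1 -0.032 to 0.14, Egr4 -0.15 to 0.062, Npy -0.076 to 0.0064; between naïve strains Abcb1a -0.10 to 0.077, Fos -0.073 to 0.023, Npas4 -0.058 to 0.048, Arc -0.029 to 0.053, Rgs2 -0.15 to 0.016; between stimulated strains Egr1 -0.12 to 0.10, Ttr -0.021 to 0.062, Nr4a1 -0.12 to 0.074, Abcb1a -0.074 to 0.037, Junb -0.0069 to 0.091; in the difference of responses Npy -0.040 to 0.087, Abcb1a -0.10 to 0.074, Nr4a1 -0.030 to 0.16, Egr1 -0.018 to 0.21. The cause was not tested.

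Leaving out each array in turn gave 0 to 1 gene in GASH/Sal hamsters (Fos, without naïve 4, stimulated 2 or stimulated 6), 0 to 13 between naïve strains (13 without naïve GASH/Sal 6) and 0 in the other 3 comparisons. The immediate-early median ran from 0.11 to 0.17 in GASH/Sal hamsters, from 0.04 to 0.12 in Syrian hamsters and from 0.066 to 0.15 in the difference, where 9 of 24 fits lost the call (without naïve Syrian 5, stimulated Syrian 1, 5 or 6, naïve GASH/Sal 1 or 3, or stimulated GASH/Sal 1, 4 or 5). Of the 24 list calls outside the immediate-early list, 8 held in every fit with 1 array left out and 16 were lost in at least 1. A replicate block in place of the label series gave 0 genes in each of the 5 comparisons, immediate-early medians of 0.13, 0.06 and 0.10, and 9, 0, 5, 7 and 5 called lists. Replicate numbers did not pair the samples, since arrays sharing a number correlated at 0.0533 on average, and at -0.0848 after the label series was removed. No measure of background was used here, so what the dimmest signals can show was not tested, for example that of Ttr at percentile 19.3.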

Other observations

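The averages over strains or sound conditions, the list tests without the 2 arrays that stood apart and the correlations between comparisons were chosen only after the results were seen. Several gene groups of the IC did not pass the list test in any of the 5 comparisons on all arrays. In stimulated against naïve GASH/Sal hamsters, potassium and HCN channels had a median log2 change of 0.03, sodium and calcium channels -0.01, GABAergic genes 0.03, neuropeptides -0.01, G-protein signalling genes 0.05, audiogenic epilepsy genes 0.08, ABC transporters 0.08, endoplasmic reticulum stress genes 0.07, interferon and MHC genes 0.01 and the 5 followed-up genes 0.15, the last with a camera adjusted p of 0.0532. Pdyn, the precursor of dynorphin, had a log2 change of 0.29 (SE 0.0905) and was higher in 6 of 6 arrays, but did not pass over the neuropeptide list alone (adjusted p = 0.0657). Bdnf, a growth factor induced by activity, had 0.21 (SE 0.0676), higher in 6 of 6 arrays, and missed the threshold over the effector list alone (0.0505).

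Markers of other cell types gave small medians in the same comparison. These were -0.01 for astrocytes, 0.10 for oligodendrocyte precursors, 0.00 for microglia, 0.04 for endothelium, 0.02 for mural cells, 0.05 for choroid plexus, -0.07 for ependyma, 0.06 for meninges, 0.07 for blood, 0.01 for cerebellum, 0.02 for monoaminergic neurons and 0.04 for telencephalon, with 0 of these 12 lists called on all arrays. Between naïve strains the meningeal genes had 14 of 15 members below 0 and a median of -0.09, which was not called (camera adjusted p = 0.125). Without the 2 arrays that stood apart, 7 list tests passed that had not passed on all arrays. In GASH/Sal hamsters these were oligodendrocyte precursors (adjusted p = 0.0238), circadian clock genes (0.00518), sex genes (0.0129) and the followed-up genes (0.0341). Between naïve strains they were GABAergic and meningeal genes (0.0267 each), and in the difference of responses meningeal genes (median 0.18, adjusted p = 0.0210).

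Averaged over both strains, sound gave 1 gene past the threshold over all genes, Fos (log2 change 0.58, limma adjusted p = 0.00222). Averaged over both sound conditions, the strains differed in 2 genes, Rasgrf2 (log2 difference 0.36, adjusted p = 0.0494) and Arl15, both higher in GASH/Sal hamsters. Across genes, the responses of the strains correlated at 0.19 (Spearman 0.16), and 3 of 100 regroupings gave a value as high, the highest other being 0.28. Without the 2 arrays that stood apart the value was 0.04. The strain differences in naïve and in stimulated animals correlated at 0.21 (Spearman 0.19), where the highest other of 100 regroupings gave 0.18, and at 0.09 without the 2 arrays. Genes are not independent replicates.

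Splits of the samples within the label series tested each count at an unadjusted p under 0.05. In stimulated against naïve GASH/Sal hamsters 39 of 100 splits gave at least the real 889 genes (highest other 1714). In Syrian hamsters 11 gave at least 1323 (2167), between naïve strains 16 gave at least 1201 (1978), between stimulated strains 17 gave at least 1080 (1416), and in the difference of responses 74 gave at least 734 (1764). Chance was not excluded for any of these 5 counts.

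The same splits tested the numbers of called lists. Chance was excluded by this measure for the number of 7 lists between stimulated strains, where 2 of 100 splits gave as many. The highest other split also gave 7, and all 7 calls ended with an estimated correlation (adjusted p from 0.103 to 0.522). Chance is thus excluded for the count with the preset correlation only. It was not excluded for the 9 lists in GASH/Sal hamsters (8 splits, highest other 14), the 0 in Syrian hamsters (100 splits, 4), the 6 between naïve strains (9 splits, 6) and the 4 in the difference (26 splits, 11). For the median of the immediate-early transcription factors chance was not excluded in GASH/Sal hamsters (0.13, 7 splits, highest other 0.22) or in Syrian hamsters (0.06, 35 splits, 0.13).

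At an absolute fold change of at least 1.5 there were 5 genes in stimulated against naïve GASH/Sal hamsters, 2 in Syrian hamsters, 5 between naïve strains and 4 between stimulated strains. These counts are lower than the number of array genes quoted from the study above. The comparison and the test behind that number were not named, so the counts need not be alike. Egr3, which the study named among those genes, reached at most 1.24-fold here, in stimulated against naïve GASH/Sal hamsters. Between stimulated strains the fold changes here were 1.17 for Egr3 and 1.11 for Rgs2. These are lower than the RNA-seq values quoted from the study above for these genes. Those came from pooled RNA, while the values here are means over separate animals. The fold changes here were 0.92 for Npy and 0.98 for Abcb1a. For Ttr the fold change here was 1.01, which is lower than the value quoted from the study above. Its signal was at percentile 19.3, and whether the mouse probes read hamster Ttr was not tested, so this sets no limit on its change. Between naïve strains the log2 differences here were -0.08 (SE 0.127) for Egr3 and -0.12 (SE 0.0865) for Npy. They were -0.05 (SE 0.162) for Rgs2 and -0.07 (SE 0.0908) for Ttr. These are opposite in direction to the RT-qPCR results quoted above, but each interval included no change. Between stimulated strains Egr3, Rgs2 and Ttr were higher in GASH/Sal hamsters here, as by RT-qPCR. The cause of the disagreement between naïve strains was not tested.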
